A study of Mus musculus with 10 samples.

How the data were processed

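The study measured messenger RNA in heart muscle cells (cardiomyocytes) of mice that carry floxed alleles of Actn2, the gene of alpha-actinin-2. A floxed allele is one flanked by sites at which the recombinase Cre cuts out a piece of the gene. Per the labels, all animals received the same adeno-associated virus on postnatal day 1, which expresses Cre from a cardiac troponin T promoter, and cells were taken on postnatal day 14. Animals with 2 floxed alleles form the knockout group and animals with 1 floxed and 1 normal allele form the heterozygote group, with 5 animals in each. Cardiomyocytes were released by collagenase perfusion and collected by fluorescence-activated cell sorting, per the labels' protocols. From 10 ng of total RNA, cDNA was made and amplified by 8 PCR cycles with a SMART-Seq kit, and 500 pg of cDNA went into each Nextera XT library.

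The deposited counts are whole numbers of reads per gene and are not normalised. Per the file headers, the authors made them with featureCounts 1.5.1 run with 4 threads and no other option, against the UCSC gene annotation of mouse genome build mm10 in an archive of 2012. The defaults of that program do not use strand, count each read singly, and leave out reads that align to several places or overlap several genes. Counts of genes with near-identical copies can therefore be too low, and reads of overlapping genes are lost to both. The series text names STAR as the aligner, while the alignment files listed in the header carry the default name of a different aligner, so the aligner is uncertain. The table holds 23337 genes and 14 columns of counts, of which 10 match the samples of this series by name. The other 4 match none and were not used in any step. Genes of the mitochondrial chromosome are not analysed here. The share, gene list and alternative that had been planned for them were not run, and adjustments were made over 9 lists and 2 shares in place of 10 and 3. Coordinates are those of the table, build mm10.

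Total counts per sample ran from 8086656 to 25237696. In single samples, the smallest share that the depth can show (3 counts of the total) was 1.19e-05% to 3.71e-05%. Wilson 95% intervals are given for shares of counts in single samples, and such intervals and floors cover counting error only, since PCR copies are not independent molecules. Replicates were compared with one another by a chi-square over genes with at least 20 counts. It gave 10.8 to 37.5 per degree of freedom over the 20 replicate pairs, so no pair agreed within sampling noise, as copies of the same library would. Different animals differ by more than counting noise, so these values say nothing about the quality of the replicates.

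Genes were kept by the default filter of edgeR (filterByExpr, minimum count 10 and minimum total count 15), which left 11870. Counts were scaled with TMM factors, and the 2 groups were compared with edgeR's quasi-likelihood F test (edgeR 4.0.16, R 4.3.3) over all 10 samples without covariates. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, and a gene was called at an adjusted p below 0.05. The standard error of a log2 fold change is its size divided by the square root of F. Normalised read counts are given in CPM (counts divided by the TMM-scaled library total, in the usual CPM unit), as mean ± SD over 5 animals, and log2 CPM uses a prior count of 1. Gene lists were tested with limma's camera (limma 3.58.1) at an inter-gene correlation of 0.01, and adjusted over the 9 lists. Isoform shares and scores were compared with exact two-sided permutation tests of the difference of means over all 252 arrangements of the samples, for which the smallest possible p is 0.00794 (scipy 1.17.1). The gene lists, a panel of cardiac genes and the rule for named genes were fixed before the data were examined. That rule names Actn2, the panel, and the 8 largest rises and 8 largest falls among called genes with a mean of at least 10 CPM and no overlap between the groups. Other genes named in the text were chosen after their values were seen.

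The procedure was tested on simulated counts for 11870 genes drawn at the means and totals of the real samples, with 200 genes changed 2-fold or 4-fold. Of the 198 changed genes among the 11769 tested, 90.4% were called, and 6.77% of the calls were unchanged genes. With no gene changed there were 0 calls. The regression slope of estimated on true log2 fold changes was 1.00. The simulated genes varied independently of one another, with spreads fitted to the same data, and none was changed less than 2-fold. The rates need not hold for the real samples, where genes vary together and many calls are of smaller changes.

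The alternatives planned beforehand were RLE and upper-quartile scaling, no filter and a filter at a mean of 5 CPM, the replicate number as a block, 1 surrogate variable (sva 3.50.0), Y-linked expression as a covariate, DESeq2 1.42.0, limma's voom with sample weights, an estimated inter-gene correlation, the rotation test fry, shares from counts divided by gene length, and leaving out each animal in turn. Added after seeing the data were scaling by library totals alone, libraries thinned to the smallest total, per-sample offsets over 20 bins of GC content or gene length, a covariate of endothelial marker expression, and an exact permutation test of the mean log2 CPM of each gene list. GC content came from GENCODE release M21 for 98.0% of the genes in the table and 99.1% of those tested. The replicate numbers 1 to 5 come from the sample titles, which use them in both groups. The labels do not say that they pair animals.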

Results

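Poly(A) RNA of sorted cardiomyocytes was sequenced from 10 mice at postnatal day 14, of which 5 were Actn2 knockouts and 5 were heterozygotes that had received the same Cre virus. The heterozygotes served as the controls. They carry 1 floxed allele and received Cre, so they can themselves have lost Actn2 from that allele. No group without a floxed allele was among the 10 samples, so every change is relative to the heterozygote. Total counts were 25237696, 8639028, 8086656, 8815555 and 10309615 in heterozygotes 1 to 5, and 9764430, 12707923, 9993533, 9265270 and 16892340 in knockouts 1 to 5. The totals did not differ between the groups (exact permutation p = 0.968). Between 14286 and 14920 genes had at least 1 count in a heterozygote sample, and between 14341 and 14720 in a knockout sample. The 10 most abundant genes took 15.4% ± 0.758 of the counts in the knockout and 16.2% ± 0.959 in the heterozygote (SD, n = 5 each, exact permutation p = 0.159). The labels give no sex or sequencing batch. Counts of Xist and of 4 Y-linked genes marked heterozygotes 3 and 5 and knockout 5 as female and the remaining 7 as male. The first principal component of log2 CPM held 37.9% of the variance and parted the groups, with scores of 20.04 to 33.88 in the knockout and -31.1 to -22.8 in the heterozygote. The second held 14.1%.

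The first comparison checked the targeted gene. Actn2 encodes alpha-actinin-2, the protein that crosslinks actin filaments at the Z-line of the sarcomere, and lies on chromosome 13 at 12269427 to 12340732 of mm10, on the minus strand, with 21 exons in the annotation used for counting. Its normalised read count was 1286, 1250, 1145, 1182 and 1220 CPM in knockouts 1 to 5, and 3366, 3454, 3474, 2930 and 2677 CPM in heterozygotes 1 to 5. The group means were 1217 ± 55.3 and 3181 ± 358 CPM (SD, n = 5). The log2 fold change was -1.39 (SE 0.0910, edgeR adjusted p 3.48e-07), so that knockout cells held 0.383 of the heterozygote level. Every sample labelled knockout lay below every sample labelled heterozygote. Counts per gene cannot show whether the remaining reads come from recombined or from intact transcripts. The change kept its direction and its call under the alternatives tried, with log2 fold changes of -1.44 to -1.35 when single animals were left out and -1.41 to -1.30 under the other settings.

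Across the transcriptome, the comparison asked which genes differ between Actn2 knockout and heterozygote cells. The alpha-actinin-2 protein was not measured here. Of 11870 tested genes, 2241 (18.9%) had an adjusted p below 0.05 in edgeR's quasi-likelihood test, 1216 higher and 1025 lower in the knockout. Among them, 470 changed at least 2-fold, 318 upward and 152 downward. In 1748 tested genes (14.7%) the groups did not overlap, against 0.794% by chance, with 998 of them higher and 750 lower in the knockout. The alternative that moved the count of calls most was a covariate of endothelial marker expression, chosen after seeing the data, with 1135 calls, 561 higher and 574 lower. Scaling by library totals alone, also chosen afterwards, shifted the split of the calls to 1684 higher and 760 lower (68.9% higher, against 54.3% with TMM). Upper-quartile scaling, planned beforehand, shifted the split the other way, to 1083 higher and 1162 lower (48.2% higher). One heterozygote sample, replicate 3, stood far above the other 9 in interferon-response genes, and 11 genes on a list of that kind, written after this was seen, were called lower in the knockout. The mean log2 fold change of the list was -2.03 with all samples and -0.21 without that sample.

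**Figure D1:**
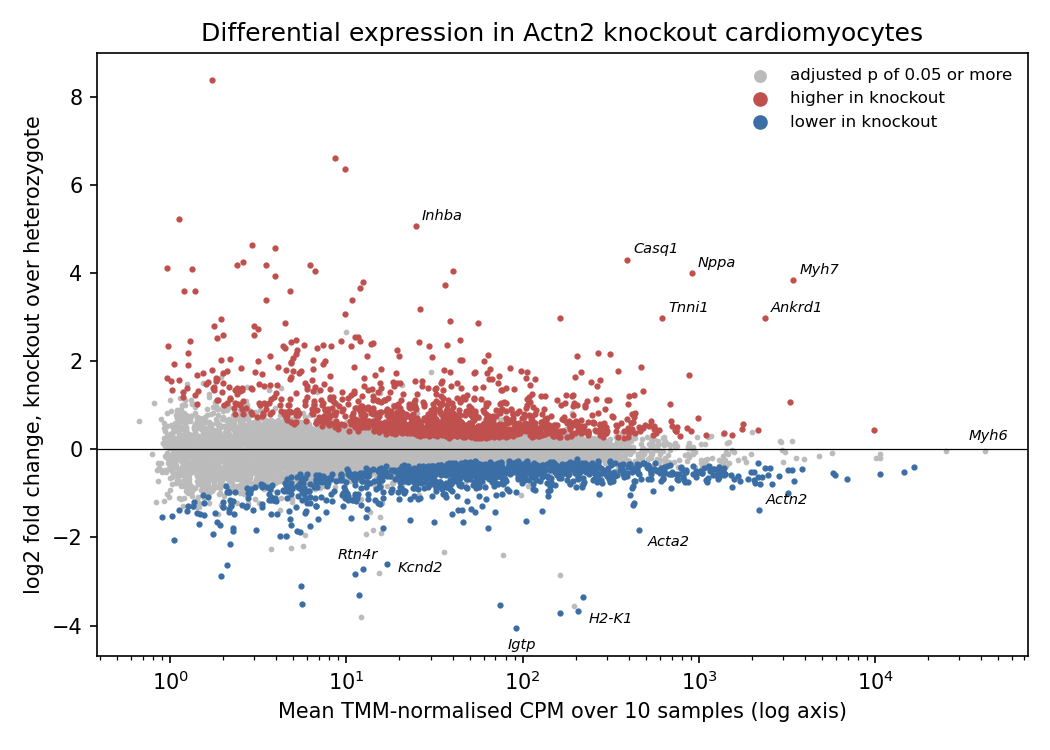
Log2 fold change of each of the 11870 tested genes, knockout over heterozygote, against its mean TMM-normalised CPM over 10 samples on a log axis. Red points are the 1216 genes called higher, blue points the 1025 called lower, and grey points the rest. Actn2 lies at -1.39, Inhba at 5.06, and Igtp and H2-K1, whose falls rest on 1 heterozygote sample, at -4.06 and -3.66.

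Among called genes with a mean of at least 10 CPM and no overlap between the groups (1319 genes), the largest rise was that of Inhba, which encodes a subunit of inhibin and activin. Inhba lies on chromosome 13 at 16014475 to 16027211, 3.72 Mb from Actn2, and went from 1.57 ± 1.01 CPM in the heterozygote to 47.8 ± 17.8 CPM in the knockout (SD, n = 5; log2 fold change 5.06, SE 0.388, edgeR adjusted p 1.19e-06). Casq1, which encodes skeletal-muscle calsequestrin (chromosome 1, 172209894 to 172219895), went from 37.8 ± 13.1 to 747 ± 319 CPM (log2 fold change 4.30, SE 0.315, adjusted p 8.34e-07). The other large rises were those of AW551984, Nppa, Myh7, Dusp26, Gnao1 and Adamts8, with log2 fold changes of 4.05, 3.99, 3.85, 3.81, 3.73 and 3.66. The largest falls were those of the Nogo receptor gene Rtn4r (chromosome 16, 18127706 to 18152408), from 21.5 ± 4.62 to 3.28 ± 0.651 CPM (log2 fold change -2.71, SE 0.196, adjusted p 8.02e-07), and of the potassium channel gene Kcnd2 (chromosome 6, 21216109 to 21729805), from 29.3 ± 6.90 to 4.86 ± 1.25 CPM (log2 fold change -2.60, SE 0.212, adjusted p 2.00e-06). Acta2, Rxrg, Wnk2, Fbp2, Slc36a2 and Art1 followed, with log2 fold changes of -1.82, -1.79, -1.79, -1.66, -1.65 and -1.63. All of these calls held in each of the 10 fits that left out 1 animal and in the 14 other settings.

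A panel of genes fixed beforehand addressed whether the sarcomere gene programme, its isoforms and the transcription factor SRF with its cofactors depend on Actn2. Of its 16 genes in the table, 15 were tested. At the threshold, 10 differed when adjusted over all genes, 8 higher and 2 lower, and 11 when adjusted over the panel alone. The count over all genes ranged from 8 to 11 under the alternatives. Tnni1, the slow skeletal troponin I gene that is active in the fetal heart (chromosome 1, 135799421 to 135810989), rose from 141 ± 38.7 to 1102 ± 241 CPM (SD, n = 5), a log2 fold change of 2.97 (SE 0.196, edgeR adjusted p 3.49e-07). Its adult counterpart Tnni3 (chromosome 7, 4518308 to 4522443) fell from 6811 ± 926 to 4717 ± 315 CPM (log2 fold change -0.53, SE 0.0967, adjusted p 0.00165). Myh7, the beta myosin heavy chain gene (chromosome 14, 54970688 to 54994549), rose from 445 ± 316 to 6394 ± 2908 CPM (log2 fold change 3.85, SE 0.593, adjusted p 0.000480). It shares exon sequence with D830015G02Rik, so its counts are uncertain. Myh6, the adult alpha isoform (chromosome 14, 54941921 to 54966607), was at 41568 ± 7002 and 42621 ± 8893 CPM, a difference within the spread between replicates (log2 fold change -0.04, SE 0.141, adjusted p 0.893), and its sign changed with some settings. Nppa, the atrial natriuretic peptide gene (chromosome 4, 148000746 to 148002067), went from 107 ± 67.7 to 1709 ± 539 CPM (log2 fold change 3.99, SE 0.369, adjusted p 7.11e-06). Its neighbour Nppb rose less, by 1.10 on the log2 scale (SE 0.251, adjusted p 0.00717). Ankrd1 (chromosome 19, 36111965 to 36119844) rose from 534 ± 155 to 4187 ± 1296 CPM (log2 fold change 2.97, SE 0.233, adjusted p 1.35e-06).

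The actin genes of the panel moved in opposite directions. Acta2, the smooth-muscle actin gene (chromosome 19, 34241091 to 34255336), fell from 714 ± 135 to 202 ± 42.6 CPM (SD, n = 5; log2 fold change -1.82, SE 0.159, edgeR adjusted p 3.98e-06). Acta1, the skeletal actin gene (chromosome 8, 123891767 to 123894736), rose from 158 ± 115 to 541 ± 427 CPM (log2 fold change 1.78, SE 0.573, adjusted p 0.0429). The groups overlapped for Acta1, and its call was lost in 7 of the 10 fits that left out 1 animal. The Acta1 call was also lost with DESeq2 (adjusted p 0.0538), the Y-linked covariate (0.0909) and the endothelial covariate (0.371). Of the actinin paralogs, Actn4 (log2 fold change 0.38, adjusted p 0.0340) passed the threshold, and shares exon sequence with Capn12. Its call was lost in 6 of the 10 fits that left out 1 animal. It was also lost with the Y-linked covariate (adjusted p 0.0530) and with a length offset (0.0910). Actn1 did not pass (0.13, adjusted p 0.533). Actn3 was below the filter, with 0 to 8 counts per sample. Srf itself was not called over all genes (-0.27, SE 0.116, adjusted p 0.117), and passed when adjusted over the panel alone (0.0444). Of its cofactor genes, Mkl2 was higher (0.37, adjusted p 0.0162), although not with a length offset or the endothelial covariate, and Mkl1, which shares exon sequence with Sgsm3, did not differ (0.02, adjusted p 0.941). Vcl was not called (0.19, adjusted p 0.196) except with scaling by library totals (0.0488).

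**Figure D2:**
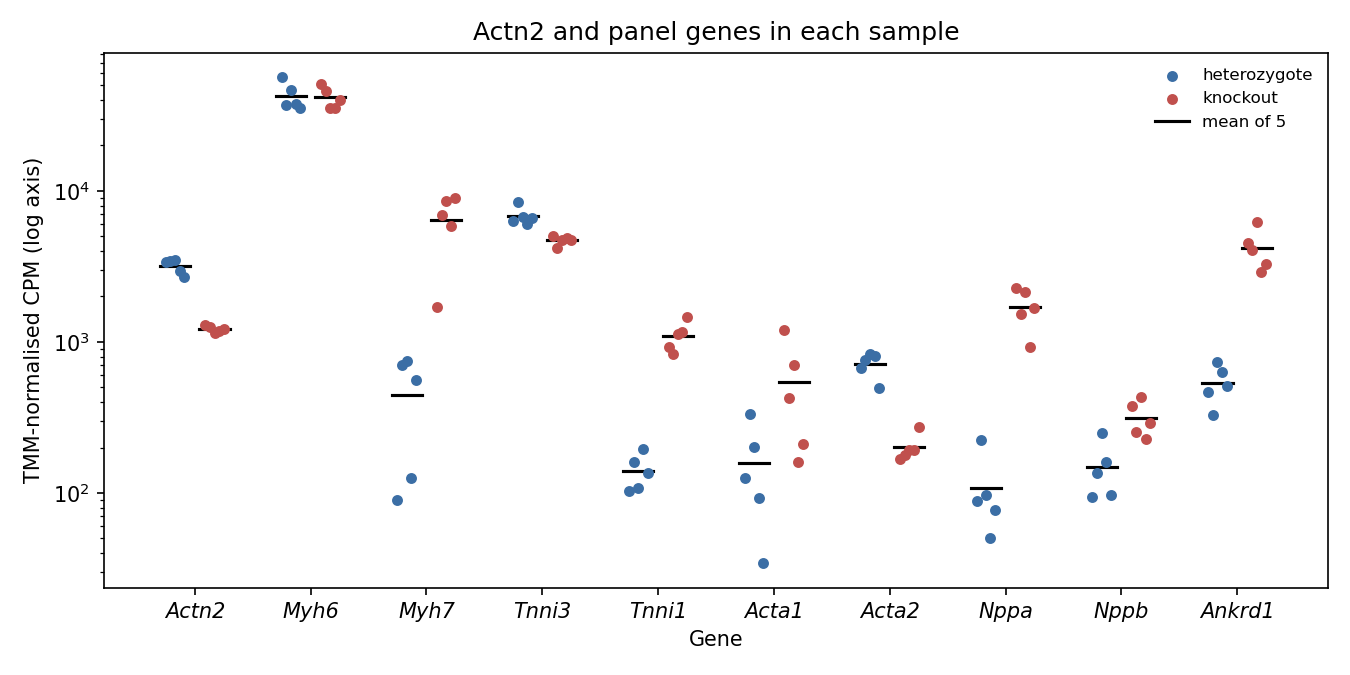
TMM-normalised CPM (log axis) of Actn2 and 9 panel genes in each sample, with heterozygotes in blue and knockouts in red, replicates 1 to 5 from left to right, and black bars at the mean of 5. Actn2 sits between 1145 and 1286 CPM in the knockouts and between 2677 and 3474 CPM in the heterozygotes, and the 2 groups overlap for Myh6, Acta1 and Nppb.

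Isoform balance was measured in each animal as a share of counts. Myh7 made up 13.7% ± 6.43 of Myh6 plus Myh7 counts in the knockout and 1.10% ± 0.791 in the heterozygote (SD, n = 5), a difference of 12.6 percentage points (exact two-sided permutation p = 0.00794, the smallest that this design can give, and 0.00794 after adjustment over the 2 shares). Knockout shares ran from 3.21% (Wilson 95% interval 3.16 to 3.26%) in knockout 1 to 19.4% (19.3 to 19.6%) in knockout 3. Heterozygote shares ran from 0.160% (0.153 to 0.167%) to 1.86% (1.82 to 1.91%). For troponin I, Tnni1 made up 18.8% ± 3.08 of Tnni1 plus Tnni3 counts in the knockout and 2.05% ± 0.644 in the heterozygote (SD, n = 5), a difference of 16.8 points (exact permutation p = 0.00794, adjusted 0.00794). Neither share overlapped between the groups. Dividing the counts by gene length moved the troponin difference most, to 13.1 points.

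Lists of genes fixed beforehand addressed sarcomere, maturation and metabolic programmes. With limma's camera, 6 of 9 lists had an adjusted p below 0.05. These p-values do not by themselves set the genotypes apart. In other splits of the same 10 samples, which keep an unequal mix of genotypes on their sides, camera called a median of 4 lists and up to 8, and 14 of these 99 splits gave at least 6. An exact permutation test of the mean log2 CPM of each list, added after seeing the data, is therefore given beside camera. The alternative that moved the count of lists most was an inter-gene correlation estimated from the data, which left 1.

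Nuclear genes of oxidative phosphorylation (79 tested) had a mean log2 fold change of -0.44, with 51 called lower and 0 higher (camera adjusted p 1.49e-21). All 5 knockouts lay below all 5 heterozygotes in the mean of this list (exact permutation p = 0.00794, adjusted 0.0238). Fatty-acid oxidation genes (34) had a mean of -0.51, with 21 lower and 1 higher, and the groups were also apart (camera adjusted p 2.18e-16, exact permutation p = 0.00794, adjusted 0.0238). The adult sarcomere list (27) had a mean of 0.31, with 11 higher and 3 lower (camera adjusted p 0.00127, exact permutation adjusted p 0.0238). The list of isoforms of immature muscle (17) had a mean of 0.95, with 7 higher and 3 lower (camera adjusted p 0.00127, exact permutation adjusted p 0.0357). The 3 lower genes of this list, chosen for naming after their values were seen, were Acta2, Myl9 (-0.79, edgeR adjusted p 0.0105) and Tagln (-1.07, edgeR adjusted p 0.0339). Its largest rises were those of the panel genes Nppa (3.99), Myh7 (3.85) and Tnni1 (2.97), already given above. The list also holds Nppb, and it shares Acta1, Acta2, Nppa, Myl9, Tagln and Cnn1 with the SRF list. It is therefore not separate evidence from the panel or from that list. Cell-cycle genes (42, mean -0.43, 4 called lower) and glycolysis genes (23, mean -0.21, 6 lower and 1 higher) passed with camera (adjusted p 1.11e-05 and 0.00318) and not with the exact permutation test (adjusted p 0.0595 and 0.0612). Targets of SRF and its cofactors (40) had a mean of 0.22 and did not pass either test (camera adjusted p 0.136, exact permutation adjusted p 0.0571), with 11 genes called higher and 6 lower. Cytosolic ribosomal protein genes (75, mean -0.06) and genes of tubules and calcium handling (27, mean 0.06) did not differ (camera adjusted p 0.136 and 0.651), and the sign of both means changed with the processing.

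**Figure D3:**
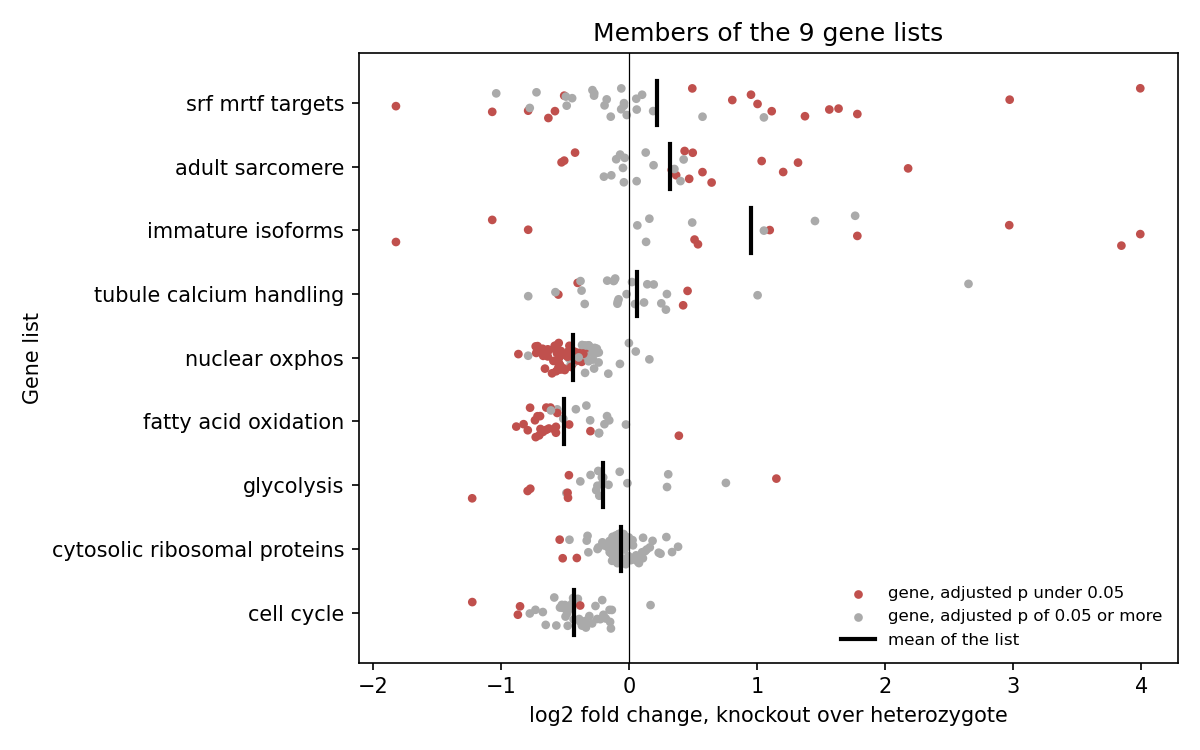
Log2 fold change, knockout over heterozygote, of the tested members of the 9 gene lists, 1 point per gene, red where the edgeR adjusted p is below 0.05 and grey elsewhere, with a black bar at the mean of each list. The oxidative phosphorylation list has 51 red points, each below 0, while the list of SRF targets has 11 red points above 0 and 6 below. The means of the ribosomal and the tubule and calcium-handling lists, -0.06 and 0.06, changed sign with some settings, scaling by library totals among them for the ribosomal list.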

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

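The fit without heterozygote 1 was read as a test of its depth only after that depth had been seen. In 82 groups of 5 values (a total, a gene, a list mean or a share in 1 genotype), 7 had a sample whose gap to the nearest other sample exceeded 0.71 of the range of the group, where about 4 would by chance. No sample accounts for more than 1 of the 7, so there is no pattern beyond what chance can give, and most of them need no explanation other than chance.

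Heterozygote 1 had 25237696 counts, against 10309615 in the next deepest heterozygote (gap 0.870 of the range). This is a technical difference and no biological explanation was tested. It could raise the number of calls, and without that sample 1977 genes were called in place of 2241, while with all libraries thinned to the smallest total 2136 were called. Neither count is lower by as much as 1.5-fold. Without the sample, 1843 of the 2241 calls remained and 398 were lost, those of Actn4 and Acta1 among them. Leaving out any other single animal kept 1681 to 1963 of the calls, so this loss is not specific to heterozygote 1 or to its depth.

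A pair of panel genes stood out in a knockout sample. Actn1 was at 3.78 log2 CPM in knockout 4 and at 4.14 or more in the other knockouts (gap 0.886), and was not called in any of the 10 fits that left out 1 animal. Myh7 was at 10.73 log2 CPM in knockout 1, against 12.52 in the next lowest (gap 0.743). A mislabelled sample is not supported by Actn2, which was at 1286 CPM in knockout 1 and at 2677 CPM or more in the heterozygotes, nor by Nppa, which was highest in that sample (2262 CPM). The log2 fold change of Myh7 stayed between 3.58 and 4.12 when single animals were left out. Why this animal had less Myh7 was not tested.

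Acta2 was at 8.10 log2 CPM in knockout 5, the female knockout sample, against 7.60 in the next highest (gap 0.711). The female heterozygotes 3 and 5 had the highest and the lowest Acta2 of their group (827 and 497 CPM), which does not order the samples by sex. AW551984 was at 6.78 log2 CPM in knockout 3 against 6.17 (gap 0.731), and Kcnd2 was at 4.12 log2 CPM in heterozygote 2 against 4.90 (gap 0.791). The Tnni1 share was 3.15% in heterozygote 4 (Wilson 95% interval 3.01 to 3.30%) against 2.01% in the next highest (gap 0.730), a gap larger than counting error. For these 4 values, each call held in all 10 fits that left out 1 animal. No biological explanation was tested for any of them.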

How the results depend on the processing

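Scaling by library totals, thinning, the GC and length offsets, the endothelial covariate and the exact permutation test of list means were chosen after seeing the data. Of the 28 named genes besides Actn2, 22 kept their direction and their side of the threshold under every alternative run, as did Actn2 (-1.44 to -1.30). For the other 6 (Acta1, Actn4, Mkl1, Mkl2, Myh6 and Vcl), 20 of the 672 combinations of gene and setting were weaker, 1 was stronger and 11 were reversed. Calls numbered 2229 with RLE, 2245 with upper quartiles, 2172 without a filter, 2232 with Y-linked expression, 2792 with 1 surrogate variable, 2639 with DESeq2 and 2534 with voom. The 2444 calls with library totals alone (median log2 fold change 0.084 in place of 0.0023) included 1976 of the original genes. At a mean of 5 CPM or more, genes with at least a 2-fold change fell to 309, with 9748 genes tested.

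With the endothelial score as a covariate, calls fell to 1135 (561 higher, 574 lower), 1068 of them shared. The SRF list (0.275) then passed the threshold (adjusted p 0.0165, range over the settings 0.0165 to 0.607), and the tubule and calcium list reversed (-0.0853). Ribosomal genes reversed with library totals (0.0122) and with the length offset (0.0723). Myh6 reversed with library totals (0.0445), and Mkl1 with upper quartiles (-0.0033), Y-linked expression (-0.0136) and the length offset (-0.0591). For these reversals, all of values close to 0, and for the call on the SRF list, the cause was not tested.

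The calls on gene lists depend on the test, and the cause was not tested. With an inter-gene correlation estimated from the data, 1 list passed (fatty-acid oxidation, adjusted p 0.0355), and oxidative phosphorylation (-0.444, adjusted p 0.265), adult sarcomere (0.314, 0.329), immature isoforms (0.95, 0.265), cell cycle (-0.433, 0.445) and glycolysis (-0.208, 0.455) did not. The rotation test fry lost glycolysis (-0.208, adjusted p 0.0601) and cell cycle (-0.433, 0.0557), as did the exact permutation test of the list mean (-0.225, 0.0612, and -0.432, 0.0595). Over all settings, adjusted p-values ran up to 0.329 for adult sarcomere, 0.265 for immature isoforms and for oxidative phosphorylation, 0.455 for glycolysis and 0.445 for cell cycle, and fatty-acid oxidation passed throughout.

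The 10 fits that each left out 1 animal gave 1699 to 2258 calls, 942 to 1271 higher and 757 to 1086 lower, 412 to 510 of at least 2-fold, 8 to 10 panel genes, and 6 or 7 lists. Ribosomal genes ran from -0.134 to 0.0102 in these fits (past the threshold in 4), tubule and calcium genes from -0.0169 to 0.101, Mkl1 from -0.0423 to 0.124, and Myh6 from -0.120 to 0.0890. Acta1 stayed positive (1.26 to 2.26) and lost its call in 7 fits, and Actn4 (0.29 to 0.44) in 6. Myh7 and Tnni1 shares differed by 11.1 to 15.2 and 15.6 to 17.6 points, with an exact permutation p of 0.0159 in each.

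The replicate numbers shared by both groups were also fitted as a block. Samples with equal numbers are different animals, and the correlation of their deviations from the group means was 0.073 on average (-0.060 to 0.185 over the 5 numbers), against -0.018 for unequal numbers. The block fit gave 2182 calls (1131 higher, 1051 lower), 1961 of them shared, 460 of at least 2-fold, 10 panel genes and 7 lists, with Actn2 at -1.38. The SRF list passed (0.228, adjusted p 0.0415). Paired by number, the shares differed by 12.6 and 16.8 points with an exact sign-flip permutation p of 0.0625, the smallest that 32 sign flips can give, so that this test cannot pass 0.05.

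Depth limits the weakly expressed genes. Thinned to 8086656 counts, 11645 genes were tested and 2136 called, 2029 of them shared. Removing mitochondrially encoded genes, planned as an alternative, was not run, and those genes are not analysed here.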

Other observations

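The tests of the endothelial covariate, of gene length on single lists, of mural markers without Cspg4, and of interferon-response genes were chosen only after the results they bear on had been seen. The thinning and the GC and length offsets behind the tests of depth, GC content and length were also added after the data were seen.

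Of the 126 ways to split the 10 samples into 5 and 5, 16 part every pair of equal replicate number as the real split does, and 84 others, which put at least 1 such pair on the same side, were drawn. With 16 splits, a share under 0.05 cannot be reached. Each other split keeps an unequal mix of genotypes on its sides, and thus a part of any difference between them. Only the real split gave as many called genes (1 of 16, and 1 of 100 over all), and the same holds for genes higher (1), genes lower (1), genes changed at least 2-fold (1) and panel genes (1). The other 99 splits gave at most 6 called genes, with a median of 0. In those splits the difference between genotypes also widens the spread within each side, which lowers the number of calls. Their low counts therefore do not show how many calls of the real split could arise by chance. Lists behaved differently, as 2 of the 16 splits and 15 of the 100, the real one included in both, gave at least 6 lists with camera. The mean log2 fold change was as large in size in 1 of the 16 for oxidative phosphorylation, fatty-acid oxidation, adult sarcomere, immature isoforms and cell cycle. It was as large in 2 for glycolysis, 3 for SRF targets, 13 for ribosomal genes and 15 for tubule and calcium genes. Over all 100 splits, the count was 1, the real split alone, for the first 4 of these lists. It was 3 for cell cycle, 4 for SRF targets, 8 for glycolysis, 67 for ribosomal genes and 72 for tubule and calcium genes.

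Heterozygote 3 was unlike the other 9 samples in a way its genotype does not give. In that sample, 58 genes were at least 2-fold above all 9 others, against 18 or fewer in any other sample, and 29 of the 58 are on a list of 40 interferon-response genes (31 tested) written after this was noticed. Iigp1 was at 1427 CPM in heterozygote 3 and at 11.4 to 43.0 CPM elsewhere, and H2-K1 at 1809 against 23.9 to 35.8 CPM. The mean log2 CPM of the list was 6.49 in that sample and 2.49 to 3.0 in the rest. Of the 31 genes, 11 were called lower in the knockout, with a mean log2 fold change of -2.03 over the list. Without heterozygote 3 the mean was -0.211, and without any other sample it was -2.25 to -1.98. The number of the list's genes called was 3 without it and 0 to 24 without another sample, so the count of calls says less than the mean. The lower mean in the knockout rests on 1 control animal. The immune marker score of heterozygote 3 was the highest of the 10 samples (2.08, against 1.38 in the next heterozygote), and its gap of 0.560 of the range was below 0.71, a limit that has little power with 5 values. Sex does not account for it, as the other 2 female samples reached at most 3.0, against 3.0 in the highest male sample. The 7 tested immune markers, mostly of myeloid cells, had heterozygote means of 1.29 to 6.57 CPM, so more RNA of such cells could add to the rise but does not by itself account for its size. A candidate explanation is an interferon response in this animal. Which cells responded cannot be told from these data.

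Several technical explanations for the number of called genes were tested. With all libraries thinned to the smallest total, 2136 genes were called, and with per-sample offsets over bins of GC content or length 2621 and 2112. With Y-linked expression as a covariate the count was 2232. None of these 4 counts differs from 2241 by 1.5-fold. For the share of counts on the 10 most abundant genes, the difference did not pass the threshold (exact permutation p = 0.159). That does not exclude a difference in composition between the groups. The TMM factors ran from 0.944 to 1.02 in heterozygotes and from 0.985 to 1.05 in knockouts, and scaling by library totals alone shifted the split of the calls. Of the 2241 original calls, 2029 remained after thinning, 2180 with the GC offset, 1752 with the length offset and 2070 with Y-linked expression. The length offset lost 489 calls and added 360, so which genes are called depends in part on length. Length did leave a mark across genes, which are not independent replicates: the log2 fold change had a Spearman rho of 0.270 with gene length and -0.119 with GC content. The genes of oxidative phosphorylation stayed lower with the length offset (mean -0.31, camera adjusted p 2.91e-16), as did fatty-acid oxidation genes (-0.46, 1.77e-15). A part of the fall of the first list, from -0.44 to -0.31, may thus come from length. For both lists, the camera p-value does not stand alone, given the other splits above.

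RNA of other cells in the sorted samples cannot be told apart from a part of the changes. The endothelial marker list was lower in the knockout (12 of 12 genes, mean log2 fold change -0.50, camera p 0.000317), with a mean log2 CPM of 5.47 ± 0.288 against 5.96 ± 0.336 (SD, n = 5, exact permutation p = 0.0397). The immune list was lower too (7 of 12 tested, mean -0.80, camera p 0.0120, and 0.0484 without heterozygote 3), and the fibroblast list did not shift (-0.15, camera p 0.418). With the endothelial score as a covariate 1135 genes were called. That loss does not show that endothelial RNA explains the other calls, because 8 of 20 scores shuffled within the groups gave as few (715 to 1592, median 1171), so that overlap of any such score with genotype is enough. With that covariate the mean of the cell-cycle list went from -0.43 to -0.27, the smallest size over its settings, and still passed with camera (adjusted p 0.00813, over its settings 4.32e-07 to 0.445). That list did not pass with fry or with the exact permutation test. The mean of the immature-isoform list went from 0.95 to 0.56, also the smallest over its settings, and passed with camera (adjusted p 0.0105, over its settings 2.56e-06 to 0.265). A candidate explanation for the endothelial and immune lists is a smaller carry-over of these cells in knockout samples, which remains untested by any independent measure.

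Acta2 marks mural cells of vessels as well as immature cardiomyocytes, so its fall might reflect fewer mural cells. The mural list as fixed did not shift (camera p 0.989), but 1 of its 8 genes, Cspg4, was itself higher in the knockout (132 ± 21.3 CPM against 37.0 ± 6.39 in the heterozygote, SD, n = 5, log2 fold change 1.84, edgeR adjusted p 1.23e-06), and the other 7 were all lower, with a median of -0.34 and edgeR adjusted p-values of 0.158 or more. The mean log2 CPM of those 7 was 4.61 ± 0.423 in the knockout and 5.01 ± 0.343 in the heterozygote (SD, n = 5). With that score as a covariate, Acta2 stayed lower (-1.88, SE 0.197, edgeR adjusted p 5.10e-05). The covariate did not move the value toward 0 (-1.82 without it), so that fit says little by itself. The samples say more, as knockout 4 had a mural score of 5.03, above the 4.62 of heterozygote 5 and the 4.97 of heterozygote 1, but 193 CPM of Acta2 against 497 and 672 CPM. A loss of cells with these markers therefore does not account for the size of the fall. The list has mostly pericyte markers, so a loss of smooth-muscle cells alone is less well covered.

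Floxed lines can carry strain variants around the targeted gene, which could add calls near Actn2. Within 5 Mb of it, 2 of 26 tested genes (7.69%) were called, Inhba and Ggps1 (log2 fold change 0.47, adjusted p 0.00560), against 18.9% of all tested genes. This share is at percentile 2.48 of windows of the same width around the tested genes, so calls were not in excess there. The share that this window would have without linked variants is unknown, so the test cannot exclude that they account for the 2 calls. Within 10 Mb, 3 of 52 genes were called. The test does not address Inhba alone.

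The table's largest log2 fold change was that of Ces5a, chosen after its values were seen and below the level set for naming. Ces5a (chromosome 8, 93499378 to 93535707) had 0 counts in all 5 heterozygotes and 38, 43, 39, 27 and 61 counts in knockouts 1 to 5, or 3.45 ± 0.467 CPM, at least 8.98-fold above the highest heterozygote floor (3 counts). It lies 275 kb from Gnao1, itself among the largest rises, with no other tested gene between them. No explanation was tested.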
